A study of Mus musculus with 13 samples.

How the data were processed

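Gene expression was measured by RNA-seq in 8 libraries and protein binding by CUT&RUN in 5, all from CD1 mouse retina. In CUT&RUN a nuclease tethered to an antibody cuts the DNA around the bound protein, and the released fragments are sequenced. Groups and replicate numbers were taken from the sample titles. The RNA-seq arm held 4 control libraries and 4 Ikzf1 libraries. Per the labels' protocols, dissociated retinal cells of postnatal day 0 were transfected, cultured for 9 h and sorted for GFP, with 400000 cells per control replicate and 300000 cells per Ikzf1 replicate. The CUT&RUN arm held 1 Ikzf4 library of embryonic day 14, 2 Ikzf4 libraries of postnatal day 0, 1 IgG library of postnatal day 0 and 1 Ikzf1 library of electroporated explants. Per the labels' protocols, the Ikzf4 libraries used 1500000 cells each and the Ikzf1 library 50000 sorted cells. The IgG library was not analysed here.

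The RNA files held estimated counts of read pairs per transcript, made by the authors with salmon, per the labels. The same files held TPM values, per the file headers, which were used here only as weights for the mean length of a gene. The salmon version, index and annotation release were not stated, and strand use in counting was not stated although the library kit was a stranded one, per the labels' protocols. The authors' deposited comparison table gave, per the file headers, the mean signal of each gene over all 8 libraries as normalised counts, the log2 fold change with its standard error, a Wald score and p-values with Benjamini-Hochberg adjustment, made with DESeq2 per the labels. The peak lists were made with MACS2, per the labels, 1 list per library. The deposited Ikzf4 lists gave a score, the fold enrichment at the summit (a ratio) and −log10 p and q values for each peak. The deposited Ikzf1 list gave positions and a score of 0 for every peak, so its peaks could not be ranked. Options of the peak caller and the use of a control library were not stated. The peak lists were on mm9, judged from the contig names in each list and, for the P0 lists and the Ikzf1 list, from peaks beyond the end of chromosome 1 in the later build. For the E14 list the build rests on its contig names and on its overlap with the P0 lists. No reads or depths of the CUT&RUN libraries were used here.

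The transcript files named no genes, and no table of transcripts and genes was used here, which departs from the plan made before the data were examined. Transcripts were joined to genes through the authors' deposited table. The mean normalised count of a gene there equals the rounded sum of its transcripts' estimated counts, divided by library factors and by the relative mean transcript length, averaged over the libraries. For the 13 mitochondrial genes this relation held with a largest relative residual of 1.39e-10. Every run of up to 60 neighbouring transcripts was evaluated, and a gene was given the run that matched its mean within a relative tolerance of 5e-09. Fold changes played no part in the join. Of 16815 genes with a mean of at least 5 normalised counts, 16747 were joined (99.6%), and 66 with several matching runs were left out. When the means were moved slightly, 75 genes (0.446%) still found a run, which bounds the rate of chance matches. Across 11850 joined genes with a mean of at least 100, fold changes of the joined sums and of the authors' deposited table had a Pearson r of 0.998, and the median absolute difference was 0.0032 on the log2 scale. In a simulated table of 23119 genes, 99.6% were joined and 100.0% of the joined genes had their true transcripts. The joined genes held 99.2 to 99.3% of the reads of a library. Genes with a lower mean were not tested.

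The estimated counts were summed to genes and rounded to whole numbers. Genes were filtered with filterByExpr, libraries were scaled by TMM, and the groups were compared with the quasi-likelihood F test of edgeR 4.0.16 (robust, two-sided) with no covariate, followed by Benjamini-Hochberg adjustment over all tested genes and a threshold of 0.05. A standard error was taken as the absolute log2 fold change divided by the square root of F. CPM values used TMM-scaled library sizes. The 9 gene lists were fixed before the data were examined, with 186 different symbols, and tested with camera (limma 3.58.1, preset inter-gene correlation 0.01, two-sided) on voom values, with Benjamini-Hochberg adjustment over the 9 lists. fry and camera with an estimated correlation stood beside it. On counts simulated from the real means for this comparison (200 changed genes, 15412 genes tested after the filter, 197 of the changed genes among them), edgeR recovered 79.7% of the 197 changed genes tested and 9.25% of its 173 calls were false, above the nominal 5%. DESeq2 1.42.0 recovered 78.7% of the 197 with 9.88% false calls. In 10 runs with simulated lists on 15596 genes, the raised list was called in 10, and 0 of 80 unchanged lists were called. The simulated genes varied independently of each other, so these runs do not measure false calls where the genes of a list vary together.

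Peaks were counted as shared when they overlapped by at least 1 bp. Shares were given with exact Clopper-Pearson intervals at 95.0% confidence, which cover counting error only. The chance level came from 1000 seeded circular shifts of a peak set within its chromosomes. The shifts do not allow for regions that many CUT&RUN libraries would yield whatever the antibody. In a simulation of 2500 peaks, 971 were made to overlap, 973 were found to overlap and 0 were missed. Peak scores and folds are the authors' and were used only to describe, rank or filter peaks within a list. Gene coordinates come from the authors' deposited table, in which 99.96% of 21070 protein-coding symbols overlapped the GRCm38.p6 gene of that name. Starts there count from 0, so 1 was added. Peaks on mm9 were never compared with these coordinates.

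The named genes followed a rule fixed before the data were examined. Ikzf1 came first. The 6 largest rises and the 6 largest falls followed, among called genes with a mean log2 CPM of at least 1 and no overlap between the groups, leaving out pseudogenes and predicted genes. A fixed set of retinal and Ikaros family genes was added regardless of the result, with the 6 called preset-list genes of smallest p, and the 3 highest-scored peaks of each Ikzf4 library. A gene that this rule selected is not reported here. Alternatives were DESeq2, other size factors, other filters, protein-coding genes, a replicate block, a length offset, Ikzf1 left out, each library left out, other set tests, other overlap rules and other peak subsets. The list test without Nr1d1 was added after seeing the data. Replicate files were compared in pairs, and every pair differed by more than sampling noise, with a chi-square per degree of freedom of 4.29 to 10.7. Comparisons that need an mm9 annotation or genome were not run here, namely peaks near transcription starts, peak genes among changed genes, list genes with a peak, peaks near named genes and the density of GGAA sites. R 4.3.3, Python 3.11.15, scipy 1.17.1 and matplotlib 3.10.9 were used.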

Results

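The data covered mouse retina in 2 assays. RNA-seq measured 4 control libraries, transfected to express GFP, and 4 Ikzf1 libraries, transfected to express Ikzf1 together with GFP. Ikzf1 encodes Ikaros, a zinc finger transcription factor, and Ikzf4 encodes the related factor Eos. The cells came from retinas of postnatal day 0 (P0), which hold late retinal progenitors, and were sorted 9 h after transfection. The RNA libraries held 21.4 to 30.5 M estimated read pairs, with a mean of 24.4 ± 2.48 M in the controls and 26.9 ± 2.66 M in the Ikzf1 libraries (SD, n = 4 each). Mitochondrial transcripts took 2.71% ± 0.219 of the reads in the controls and 2.32% ± 0.140 in the Ikzf1 libraries (SD, n = 4 each). Reads assigned to Ikzf1 took 16.8% of the Ikzf1 libraries on average, which lowers every other share there. The lower mitochondrial share is therefore no evidence of less mitochondrial RNA. CUT&RUN peak lists were analysed for Ikzf4 at embryonic day 14 (E14, 1 library) and at P0 (2 libraries), and for Ikzf1 in electroporated P0 explants (1 library). No read depth was used for the peak lists.

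The misexpressed gene was measured first. Ikzf1 (ENSMUSG00000018654, GRCm38 chromosome 11, 11685003 to 11772926, plus strand) stood at 74.8 ± 7.74 CPM in the controls and at 182341 ± 7338 CPM in the Ikzf1 libraries (SD, n = 4 each). The log2 fold change was 11.25 with a standard error of 0.09 (edgeR adjusted p 3.04e-34). Reads assigned to Ikzf1 made up 15.9 to 17.2% of each Ikzf1 library and 0.00723 to 0.0091% of each control, where they numbered 1617 to 2190. Reads from the plasmid cDNA count toward this gene, and spillover between pooled libraries was not separated from the control reads, so the control level and the fold change are uncertain to that extent. The 100 most abundant genes took 27.2% ± 0.340 of the reads in the Ikzf1 libraries and 12.9% ± 0.118 in the controls (SD, n = 4 each). Without control replicate 1, the alternative that moved the fold change most, it was 11.32.

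The first question was which genes change when Ikzf1 is put into retinal cells of P0. Sorting for GFP does not by itself select progenitors. Changes within cells were therefore not separated from changes in the mix of cells. Of 15596 genes tested, 9212 (59.1%) passed an edgeR adjusted p of 0.05, with 4567 higher and 4645 lower in the Ikzf1 libraries. At an unadjusted p of 0.05 the number was 9731. Most of these changes were small. A rise of at least 1 on the log2 scale was found for 774 called genes and a fall of at least 1 for 997, and a change of at least 2 for 186 and 139. Of all 15596 genes tested, called or not, 8278 (53.1%) had every Ikzf1 library on the same side of every control, where chance gives 2.86%. Among the calls, which were selected for a difference between the groups, 8003 had this separation. The median log2 fold change of all tested genes was 0.00, and the common biological coefficient of variation was 0.0638. The first principal component of the log2 CPM values held 65.2% of the variance and separated the groups. Under an offset for average transcript length, the alternative that moved the count most, 7846 genes passed. In a simulated set with 200 changed genes, 9.25% of 173 calls were false, above the nominal rate, and the share of false calls was not measured for a comparison with as many changed genes as this one.

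The 6 largest rises were those of Meioc, Spink5, Cldn6, Gcg, Hpgd and Ripk4. Meioc (ENSMUSG00000051455, GRCm38 chromosome 11, 102663716 to 102682237) went from 0.129 ± 0.0636 to 4.17 ± 0.445 CPM, a log2 fold change of 5.001 with a standard error of 0.30 (edgeR adjusted p 3.87e-14). Spink5 rose by 4.65 on the log2 scale, from 0.246 to 6.19 CPM, and Cldn6 by 3.92, from 0.239 to 3.71 CPM. Gcg (ENSMUSG00000000394, GRCm38 chromosome 2, 62474530 to 62483650) rose by 3.92, from 1.09 ± 0.252 to 16.8 ± 0.551 CPM (SD, n = 4 each). Hpgd rose by 3.70, from 0.399 to 5.17 CPM, and Ripk4 by 3.65, from 1.12 to 14.1 CPM. The standard errors of these log2 fold changes lay between 0.14 and 0.31. The control levels of Meioc, Spink5, Cldn6 and Hpgd were under 1 CPM, which limits the precision of their fold changes.

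The 6 largest falls were those of Flg2, Prkag3, Nr1d1, Egr3, Myod1 and Obox6. Flg2 (ENSMUSG00000049133, GRCm38 chromosome 3, 93197278 to 93221391) went from 7.76 ± 1.39 to 0.227 ± 0.0808 CPM, a log2 fold change of -5.10 with a standard error of 0.24 (edgeR adjusted p 2.34e-16). Prkag3 fell by 4.54 on the log2 scale, from 5.03 to 0.212 CPM, and 1 Ikzf1 library had no reads. Nr1d1 (ENSMUSG00000020889, GRCm38 chromosome 11, 98767932 to 98775333) fell by 3.56, from 121 ± 3.16 to 10.3 ± 1.13 CPM, and Egr3 by 3.54, from 48.2 to 4.16 CPM. Myod1 fell by 3.38, from 5.07 to 0.484 CPM, and Obox6 by 3.30, from 6.07 to 0.614 CPM. Nr1d1 overlaps Thra on the other strand, so its reads are uncertain where counting ignored strand. Obox6 has similar paralogs, among which reads are hard to assign. In the authors' deposited table the log2 fold change of Prkag3 was -1.66, the farthest from the edgeR value among these 12 genes. The authors' deposited table also gave smaller changes for Meioc (3.99), Flg2 (-4.16), Spink5 (3.83), Cldn6 (3.16), Hpgd (3.22), Myod1 (-2.98) and Obox6 (-2.89). Gcg (3.71), Ripk4 (3.44) and Nr1d1 (-3.37) were slightly smaller there, and Egr3 (-3.56) was slightly larger. Whether the fold changes of that table were shrunken is not stated.

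Photoreceptor, Notch pathway and Ikaros family genes were examined regardless of their result. Hes1 was lower by an edgeR log2 fold change of -1.16 (standard error 0.08), Prdm1 by -1.23, Crx by -1.05, Nrl by -0.94, Casz1 by -0.87 and Foxn4 by -0.83. Smaller falls were found for Nr2e3 (-0.57), Rxrg (-0.57) and Otx2 (-0.41). All 9 genes passed the threshold, with the largest edgeR adjusted p, 0.00173, for Rxrg. Thrb did not change detectably (log2 fold change -0.07, standard error 0.11, edgeR adjusted p 0.600), and its sign turned to 0.05 without control replicate 4 and to 0.16 with the length offset. Its sign was also positive in the authors' deposited table (0.15, adjusted p 0.576 from DESeq2), again with no call. Pou2f1 stayed outside the threshold (-0.10, edgeR adjusted p 0.0551), but passed it under 5 alternatives. These were the fits with no filter, with protein-coding genes alone, with the length offset (-0.19), without control replicate 4 (-0.13) and without Ikzf1 replicate 4 (-0.13). In the authors' deposited table Pou2f1 was at -0.19 with an adjusted p of 0.0296 from DESeq2. Of the other Ikaros family genes, Ikzf2 was lower (-0.82) and Ikzf4 was lower (-0.63). Ikzf5 did not pass (0.10, edgeR adjusted p 0.0846), although it did at 0.14 without control replicate 4 and at 0.14 without Ikzf1 replicate 2. Ikzf3 was not tested, since its mean was only 1.17 normalised counts in the authors' deposited table. Thrb, Pou2f1 and Ikzf5 overlap neighbouring genes, which leaves the assignment of part of their reads uncertain.

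**Figure D1:**
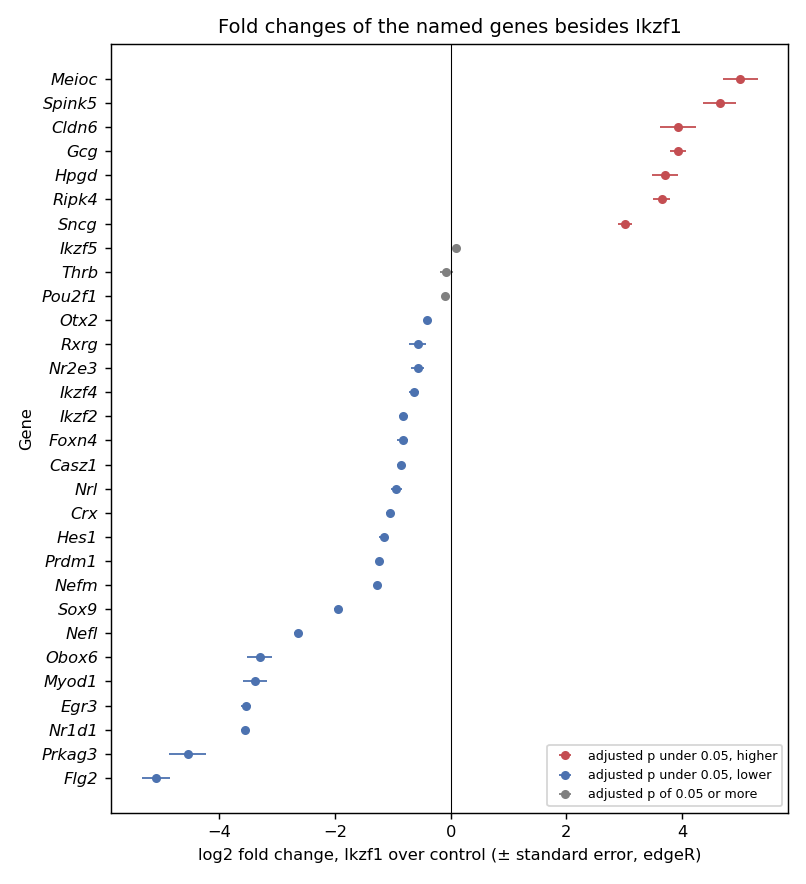
Log2 fold change of Ikzf1 over control libraries for each named gene besides Ikzf1, with the edgeR standard error as bars and 4 libraries in each group. Red points passed the adjusted p threshold of 0.05 with a rise, blue points with a fall, and grey points did not pass; the values run from -5.10 for Flg2 to 5.001 for Meioc.

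The gene lists asked whether marker genes of retinal cell classes moved together. Each library pooled the sorted cells, so which cells expressed the genes of a list was not measured. A change of the Müller glia list, for example, does not show a change in Müller glia, since other cells may express its genes. Of the 9 lists, 3 passed a camera adjusted p of 0.05, all lower. The rod list (20 genes tested) had a median log2 fold change of -0.57, with 14 genes lower and 1 higher past the edgeR threshold (camera adjusted p 0.00217). Adjusted over the list alone, 15 of its genes were lower and 1 higher. The Müller glia list (23 tested) had a median of -0.32, with 14 lower and 2 higher, the same counts adjusted over the list alone (camera adjusted p 0.00217). The photoreceptor precursor list (10 tested) had a median of -0.40, with 6 lower and 0 higher (0 higher also at an unadjusted p of 0.05), and again 6 lower adjusted over the list alone (camera adjusted p 0.00636). All 3 calls held under fry, and none held under camera with an estimated correlation (adjusted p 0.466 for each), the alternative that moved them most.

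The other 6 lists did not pass with camera. The cone list (15 tested, median -0.34) had 2 genes higher and 7 lower (camera adjusted p 0.506), and the retinal ganglion cell list (19 tested, median -0.33) had 9 higher and 9 lower (camera adjusted p 0.725). The bipolar cell list (11 tested, median -0.41) had 3 higher and 6 lower, and the horizontal and amacrine cell list (19 tested, median -0.34) had 2 higher and 11 lower, with camera adjusted p of 0.289 and 0.123. The Notch pathway list (32 tested) had 9 higher and 13 lower (median -0.08, camera adjusted p 0.550). The progenitor and cell cycle list (30 tested) had 10 higher and 10 lower (median 0.04, camera adjusted p 0.876). Adjusted over the list alone, the counts of higher and lower genes were 2 and 7 for cone, 9 and 9 for retinal ganglion cell, 3 and 6 for bipolar cell, 3 and 11 for horizontal and amacrine cell, 9 and 13 for Notch pathway, and 10 and 10 for progenitor and cell cycle. fry called all of these but the progenitor and cell cycle list.

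**Figure D2:**
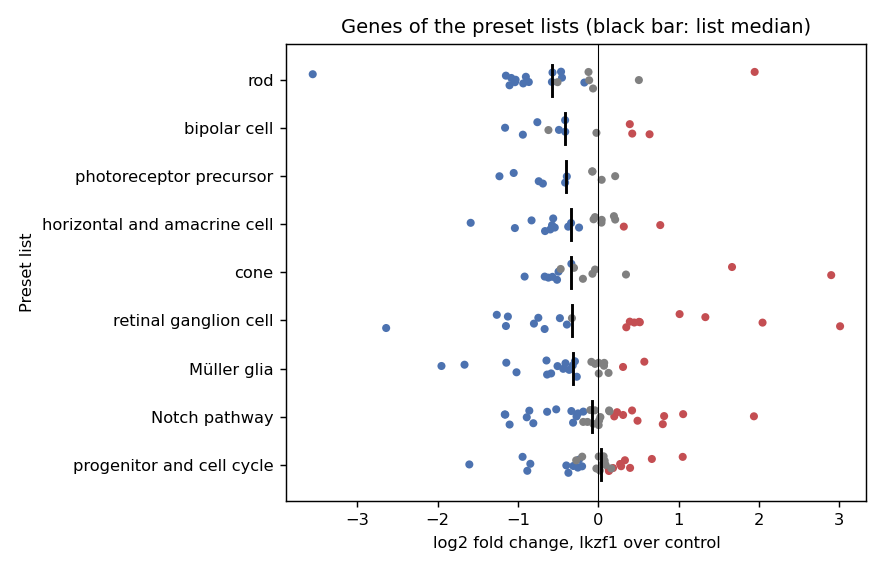
Log2 fold change of Ikzf1 over control libraries for each tested gene of the 9 preset lists, 1 point per gene, with the list median as a black bar. Points in red were higher and points in blue lower at an edgeR adjusted p under 0.05, grey points did not pass; the rod list median lies at -0.57 and the progenitor and cell cycle median at 0.04.

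The preset-list genes of smallest p included Nr1d1 (above), Nefl, Sox9, Nefm and Sncg, out of 126 list genes that passed. Nefl went from 118 ± 2.95 to 18.9 ± 1.82 CPM (log2 fold change -2.64) and Nefm from 227 ± 7.63 to 94.7 ± 5.23 CPM (-1.26). Nefl and Nefm overlap on opposite strands in the gene table, so their values are uncertain where counting ignored strand. Sox9 (ENSMUSG00000000567, GRCm38 chromosome 11, 112782224 to 112787760) went from 132 ± 9.17 to 34.0 ± 2.58 CPM, a log2 fold change of -1.95 (edgeR adjusted p 2.82e-20). Sncg rose by 3.01 on the log2 scale, from 2.66 ± 0.493 to 21.5 ± 2.69 CPM (SD, n = 4 each).

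The authors' deposited table gave an adjusted p to 19121 of its 35734 genes, and 7991 were under 0.05, 3985 of them higher and 4006 lower. Of the 7991, 7788 were among the genes tested with edgeR here, and 7575 passed in both, all 7575 with the same direction. A further 1637 edgeR calls were not calls in the authors' deposited table. Across 15596 genes the log2 fold changes of edgeR and of the authors' deposited table had a Pearson r of 0.958; genes are not independent replicates, and both rest on the same reads and the join used that table's means. For Ikzf1 the authors' deposited table gave a log2 fold change of 11.11. At an adjusted p of 0.01, 6567 genes of the authors' deposited table passed.

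The peak lists asked how Ikzf4 occupancy compares between E14 and P0. The Ikzf4 lists held 2472 peaks at E14, 2735 in P0 replicate 1 and 4109 in P0 replicate 2, with median widths of 268, 291 and 306 bp. The authors' fold enrichment had a median of 4.09 at E14, 5.34 in P0 replicate 1 and 5.56 in P0 replicate 2. A q value under 0.05 was reached by 79.5%, 93.6% and 94.3% of the peaks in the same order. E14 had no replicate, so the spread between the P0 libraries is the only measure of replicate error.

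Of the E14 peaks, 1404 of 2472 (56.8%, 95% interval 54.8 to 58.8%) overlapped a P0 peak of either library, against 0.137% on average over 1000 shifts and at most 0.526%. Regions that appear whatever the antibody would also exceed the level of the shifts. The share was 43.0% (41.0 to 45.0%) for P0 replicate 1 alone and 53.6% (51.6 to 55.6%) for P0 replicate 2 alone. Of the P0 replicate 1 peaks, 77.6% (76.0 to 79.1%) were in P0 replicate 2 and 38.6% (36.7 to 40.4%) at E14. Of the P0 replicate 2 peaks, 51.5% (49.9 to 53.01%) were in P0 replicate 1 and 32.1% (30.7 to 33.6%) at E14. The overlap of E14 with either P0 library was thus lower than that of P0 replicate 1 in replicate 2, but the E14 share in P0 replicate 2 (53.6%) was close to that of P0 replicate 2 in replicate 1 (51.5%), and these shares follow the unequal lengths of the lists. With the same number of top-scored peaks from every library, 49.4% of the E14 peaks were found at P0, against 66.7% and 66.3% between the P0 libraries, so E14 lay below both P0 directions. Of the 2122 P0 replicate 1 peaks shared with replicate 2, 977 (46.0%) had an E14 peak. Across shared peaks, the fold enrichments had a Spearman correlation of 0.196 and 0.203 between E14 and the P0 libraries and of 0.681 between the P0 libraries. The Pearson correlations of the log2 folds were 0.467 and 0.443 between E14 and the P0 libraries and 0.801 between the P0 libraries. These are correlations across peaks, which are not independent replicates. P0 replicate 2 decides much of the main share, which was 43.0% without it, the alternative that moved it most.

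The highest-scored peaks recurred between lists. On mm9 chromosome 2, the peak at 98506838 to 98507332 led the E14 list, with a fold enrichment of 1.80, and peaks at the same place led both P0 lists and lay in the Ikzf1 list. The next at E14 were on chromosome 17 at 39979945 to 39985747 (fold 4.63) and on chromosome 9 at 123370922 to 123371289 (fold 5.83). In P0 replicate 1 the next were on chromosome 9 at 3025427 to 3025939 (fold 2.21) and 3024112 to 3024628 (fold 1.56). In P0 replicate 2 the corresponding peaks, at 3025424 to 3025943 and 3024111 to 3024636, had folds of 2.32 and 1.54. The leading peaks of all 3 libraries thus had high scores but, at 1.80 to 2.22, folds below the median of their lists. No regions prone to high signal in any library were removed, and the IgG library was not analysed. Signal at these places that does not depend on the antibody was therefore not separated from binding, so the recurrence does not show shared binding sites.

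The last comparison asked whether Ikzf1, when misexpressed, occupied the regions bound by Ikzf4. The Ikzf1 list held 1787 peaks with a median width of 200 bp. Of these, 108 (6.04%, 95% interval 4.98 to 7.25%) overlapped a peak of any Ikzf4 library, against 0.199% on average over 1000 shifts and at most 0.56%. The share was 1.85% for E14, 3.75% for P0 replicate 1 and 4.09% for P0 replicate 2. The shifts move peaks to any place on a chromosome, so regions that appear whatever the antibody would also exceed their level. An overlap above it therefore does not by itself show that Ikzf1 occupied regions bound by Ikzf4. Without replicates of Ikzf1, the overlap has no measure of replicate error. With the higher-scored part of each Ikzf4 list, the alternative that moved it most, the share was 2.63%.

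**Figure D3:**
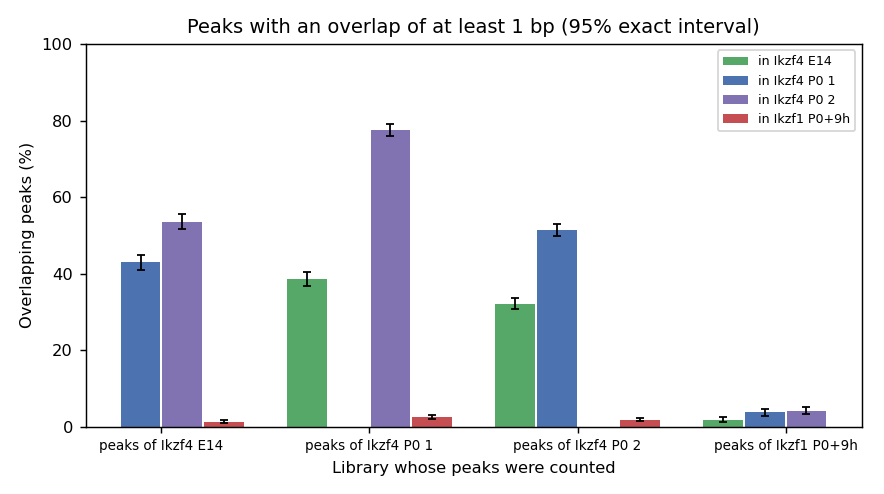
Percent of the peaks of each CUT&RUN library that overlapped a peak of each other library by at least 1 bp, with 95% exact binomial intervals as error bars and 1 bar per pair of libraries. The tallest bar is that of P0 replicate 1 in P0 replicate 2 at 77.6%, and the Ikzf1 peaks lie at 1.85 to 4.09% in the Ikzf4 lists.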

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

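The tests of the lowest Ikzf1 share and of control replicate 3 were chosen after the values were seen. The rate of extreme libraries among all genes was fixed as a test before it was computed.

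In 8 of 90 groups of 4 libraries, 1 library lay far from the other 3, by a gap, as a share of the range, above the 95% limit of Dixon for 4 values. Chance gives about 1 such group in 20. Over 31190 groups made from all tested genes the rate was 5.22%, and at that rate 8 of 90 or more has a one-sided binomial p of 0.0978, so these cases as a whole may be the spread that any gene shows. The groups are not independent, which this test does not allow for.

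The share of reads assigned to Ikzf1 was 15.9% in Ikzf1 replicate 1, against a mean of 17.1% in the other Ikzf1 libraries (gap 0.911 of the range). A mislabelled library is excluded by its distance from the control level, under 0.0091%. Cells without the plasmid among the sorted cells would move the library toward the controls by 7.51% of the distance. Over the 139 genes lower by at least 2 on the log2 scale, the median part was 0.676% (bootstrap interval -0.454 to 1.91%), which argues against such cells as the whole cause. Less plasmid in each cell stays open, and no biological explanation was tested, since the libraries share a group.

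Among single genes, Ripk4 was highest in control replicate 3, at 1.495 CPM against 0.975 to 1.01 in the other controls (gap 0.936). Flg2 was lowest in Ikzf1 replicate 4, at 0.106 CPM against 0.255 to 0.280 (gap 0.856), a level of a few reads. Prdm1 was highest in control replicate 1, at 219 CPM against 183 to 187 (gap 0.89), and in Ikzf1 replicate 4, at 92.6 CPM against 78.0 to 80.04 (gap 0.863). Ikzf5 was lowest in Ikzf1 replicate 2, at 86.8 CPM against 93.9 to 94.5 (gap 0.934). The binomial p of 0.0978 given above applies to these cases together. Leaving out each library kept Ripk4, Flg2 and Prdm1 past the threshold, and Ikzf5 passed it without Ikzf1 replicate 2 (log2 fold change 0.14).

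Control replicate 3 had the lowest mean log2 CPM of the controls for the Müller glia list, 6.196 against 6.31 to 6.32 (gap 0.928), and for the progenitor and cell cycle list, 5.68 against 5.81 (gap 0.928). This library was also lowest, with smaller gaps, for the Notch pathway (0.421), rod (0.211), photoreceptor precursor (0.105) and bipolar cell (0.000646) lists. It was not lowest for the cone, retinal ganglion cell or horizontal and amacrine cell lists. Its depth of 25.5 M read pairs lies between those of the other controls, which argues against depth. A lower share of progenitors and glia would raise the other lists, but only 1 of the other 7 lists had a mean above the average of the other controls, and none lay above every other control. Without this library the camera test still called the Müller glia list. What sets the library apart stays open, and no biological explanation was tested.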

How the results depend on the processing

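All alternatives but the rod list without Nr1d1 were chosen before the data were examined. The number of genes past the threshold ranged from 7846 to 9265 over 16 alternatives, within 1.5 times the main count of 9212, and 49.0 to 50.3% of the calls were higher. No call changed direction between settings. The length offset kept 7641 of the 9212 calls (82.9%), and DESeq2 kept 9031 (98.0%). Across the 8 fits that each left out one library, 8619 to 9012 genes passed, and the Ikzf1 log2 fold change ran from 11.20 to 11.32. The setting with no filter still lacks genes under a mean of 5 normalised counts, which the join did not cover.

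Replicate numbers are shared by the groups, but the correlations of same-numbered libraries' deviations were 0.00545, -0.0283, -0.0191 and -0.0512, so the numbers do not pair the samples. With a replicate block, 8892 genes passed, and 8850 of the main calls (96.1%) were kept.

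Under fry, 5 more lists passed, at the median distance from all genes of the camera test: cone (-0.34, adjusted p 0.0374), retinal ganglion cell (-0.33, 0.000527), horizontal and amacrine cell (-0.34, 0.00272), bipolar cell (-0.41, 0.000527) and Notch pathway (-0.0828, 0.0409). With camera and an estimated correlation, the rod (-0.58), photoreceptor precursor (-0.40) and Müller glia (-0.32) lists no longer passed, each at an adjusted p of 0.466. fry asks another question than camera, since it does not compare a list with the other genes. The adjusted p over all alternatives ran from 0.0374 to 0.812 for the cone list, from 0.000527 to 0.834 for the retinal ganglion cell list, from 0.00272 to 0.518 for the horizontal and amacrine cell list, from 0.000527 to 0.518 for the bipolar cell list, from 0.0409 to 0.834 for the Notch pathway list, from 4.84e-05 to 0.466 for the rod list, from 0.000137 to 0.466 for the photoreceptor precursor list and from 7.85e-05 to 0.466 for the Müller glia list. The rod list without Nr1d1 kept its call. The direction of the progenitor and cell cycle list in camera turned without control replicate 4, with no call either way, and its median distance from all genes ran from -0.0129 without control replicate 3 to 0.0591 without control replicate 4 across the 8 fits. The cause was not tested. With no filter the median distance of the retinal ganglion cell list was 0.01, since 1 more gene entered it.

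Of 495 alternatives for the 31 genes other than Ikzf1 that the rule selected, 486 kept direction and side of the threshold, 7 passed it newly and 2 reversed, for 3 genes in all. Thrb reversed to 0.16 with the length offset and across the 8 fits without 1 library ran from -0.15 to 0.054 (the latter without control replicate 4), never past the threshold. The other changes were in Pou2f1 and Ikzf5, and the cause was not tested. Cldn6 has no value among genes with a mean of at least 50 counts, and Ikzf1 has none where it was left out.

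Requiring 50% of both peaks to overlap lowered each share by its construction, to 44.9% for E14 in P0, 3.30% for Ikzf1 in Ikzf4, 66.7% for P0 replicate 1 in replicate 2 and 44.4% in the other direction. With the higher-scored part of each list, the share of E14 peaks stayed within its interval, and the others were 2.63%, 80.5% and 53.4%. With equal numbers of top-scored peaks they were 49.4% for E14, 3.30% for Ikzf1, and 66.7% and 66.3% between the P0 libraries, so that E14 lay below both P0 directions. Without 1 P0 library the E14 share was 43.0 to 53.6%. Chromosomes 1 to 19 and X alone moved no share beyond its interval. Score-based subsets of the Ikzf1 list were not run, since its scores are all 0, nor were the alternatives for the comparisons that need an mm9 annotation or genome.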

Other observations

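The tests on the interferon-stimulated genes (other than that of microglia), on the immediate early and serum response list, on the p53 target list, on control Ikzf1 reads, on the Ikzf1 peaks and on the highest-scored E14 peaks were chosen after the result was seen. The others were fixed before their values were computed.

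Of the 35 splits of the 8 RNA libraries into groups of 4, 1 gave as many genes past the threshold as the real split, and that was the real one. Chance in the grouping is thus excluded as a source of the 9212 calls, but not a difference between the arms other than Ikzf1, since the arms also differed in plasmid and in the number of sorted cells.

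The calls were nearly even between higher and lower. Scaling by TMM centres the fold changes, so it largely sets this balance, and no other source of it can be read from the split. Over 5 equal bins of effective length, 46.6 to 51.7% of the calls were higher, and across genes the Spearman correlation of log2 fold change with length was 0.0036.

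Several interferon-stimulated genes stood out after the data were seen: Oasl1 rose by 2.92 on the log2 scale, Rsad2 and Helz2 by 2.43, and Irf7 by 1.82. A list of 28 such genes was then written and tested, and the result for the list as a whole depended on the test. Of 27 genes tested, 7 were higher and 11 lower, with a median of -0.38. camera did not call the list (adjusted p 0.858, and 0.859 with an estimated correlation), while fry, which does not compare it with the other genes, called it higher (adjusted p 0.000147). Oasl1, Rsad2, Helz2 and Irf7 are members of the list, so the fry call rests in part on the genes that prompted it. Among the lower members, Cxcl10 was at -2.34, Parp14 at -1.12 and Oas1a at -1.12. None of the 28 genes was in a preset list. Scaling between libraries or the reads taken by Ikzf1 would move the genes together, but at least 10 were lower beside 7 higher under 4 scalings. The p53 target list, taken as a sign of general stress from transfection, had a median of -0.42 (17 of 21 lower, 4 higher). This argues against more stress of the p53 kind in the Ikzf1 arm. Stress of other kinds stays open, and stress common to both arms cannot be seen, since both were transfected. Microglia or macrophages would bring their own transcripts, but that list had a median of 0.069, with 0 of 8 tested genes past the threshold (0 also at an unadjusted p of 0.05). The list named 16 genes, and the 8 tested ones were at low levels in both groups. Among them, Ctss stood at 1.38 CPM in the controls and 1.57 CPM with Ikzf1, and Ptprc at 1.40 and 1.55 CPM. A response to the plasmid's nucleic acid cannot be told apart from one to Ikzf1, because 0 groups lacked the plasmid of their arm. An effect of Ikzf1 on single members of this class may be looked at again, as a hypothesis.

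The immediate early and serum response list was lower as a whole, with 18 of 25 tested genes lower, 2 higher and a median of -0.89 (camera adjusted p 1.24e-08, 0.0223 with an estimated correlation). The p53 target list was lower too (camera adjusted p 4.33e-06, 0.0223 with an estimated correlation). All 4 lists tested in addition to the preset ones were written after the genes of largest change had been seen. Egr3, one of those genes, is a member of the immediate early and serum response list, so its test is in part a test on a gene that prompted it. No explanation was tested.

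Control libraries held 7785 reads assigned to Ikzf1, which is 0.0429% of those in the Ikzf1 libraries. If all were spillover from pooled sequencing, they would split over the Ikzf1 transcripts in the same way. The transcript with the most Ikzf1 reads took 53.1% ± 0.384 in the controls and 50.1% ± 0.605 in the Ikzf1 libraries (SD, n = 4 each; exact two-sided permutation p 0.0286, the smallest that 4 against 4 can give). This argues against spillover of all the reads. The shares differed by only 3.01 percentage points, however, so spillover of most of them stays open, and whether the assignment of reads to transcripts shifts at low counts was not tested.

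Few Ikzf1 peaks lay in the Ikzf4 lists. Within 1000 bp of an Ikzf4 peak lay 148 Ikzf1 peaks (8.28%), against 0.541% on average and at most 0.952% over 100 shifts. This argues against a difference in genome build, or an offset beyond 1000 bp, across the whole lists. The midpoints of the 148 peaks were displaced by a median of 2.25 bp. That median cannot exclude a shift of the other peaks, since only peaks already near an Ikzf4 peak enter it. The number of cells and the depth cannot be told apart from the factor itself, since there was 1 Ikzf1 library, made from 50000 cells against 1500000.

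E14 peaks missing from P0 were more frequent among those of low score. The share found at P0 rose from 36.2% in the lowest-scored of 4 equal bins of E14 peaks to 84.8% (81.7 to 87.5%) in the highest, above the 77.6% of all P0 replicate 1 peaks in replicate 2, which was the level set in advance. This is consistent with weak peaks near the calling threshold as part of the loss. That level is lenient, however. The highest-scored of 4 equal bins of P0 replicate 1 was found in replicate 2 at 97.8% (96.4 to 98.8%), which is 13.02 percentage points more than E14. The gap was wider in the other bins, at 36.2 against 54.6%, 46.6 against 71.1% and 59.5 against 86.8% from the lowest-scored upward, so peaks of equal rank were found less often from E14 in all 4 bins. The median fold was also lower at E14 in every bin (5.82 against 8.89 in the highest), so weaker peaks at E14 cannot be told apart from a difference between ages or between the single E14 library and the P0 libraries.

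In the other direction, the share of peaks of both P0 libraries found at E14 rose from 27.8% in the lowest-scored of 10 equal bins to 85.4% (79.98 to 89.9%) in the highest, which reached the level of 77.6% set in advance. The other 9 bins lay below that level, at 27.8 to 57.5%, and the bin next to the highest was at 57.5%. The bin of that rank among all P0 replicate 1 peaks, a different peak set, was found in replicate 2 at 97.8%. A lower yield of the E14 library may therefore account for part of the P0 peaks with no E14 peak. The highest-scored of 10 equal bins of all P0 replicate 1 peaks was found in replicate 2 at 99.6%. The value at E14 was lower, which a lower yield and a difference between ages both allow.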
